A study of Mus musculus with 2 samples. Its data were reported in "Bone marrow endosteal stem cells dictate active osteogenesis and aggressive tumorigenesis" (2023).

How the data were processed

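RNA and open chromatin (ATAC) were measured together with 10x Multiome in nuclei of tdTomato+ cells sorted from femur bone marrow of Prrx1-cre; R26R-tdTomato mice at postnatal day 21, with 15000 nuclei of both sexes loaded. There was 1 library of each kind, so the nuclei are not replicates of animals, and nothing in the report is a test between animals. The values deposited were raw counts over all barcodes, which the authors made with Cell Ranger ARC 2.0.0 on mm10 with transgene contigs added: RNA UMIs for 32293 genes and ATAC transposition sites for 203545 peaks. A separate deposited peak list held 153981 intervals, 0 of them identical with a peak of the matrix, and 91.6% overlapped 1 by at least 1 base. It was not used for any count.

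The genome build was checked before coordinates were used. Of the genes, 99.8% had a GENCODE model of the same identifier and 96.4% lay within 1 kb of its start, and on all 21 chromosomes with sequence the peaks lay inside the mm10 sequence.

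Barcodes with at least 500 UMIs, 1000 ATAC counts and at most 10% mitochondrial UMIs were called nuclei. The first 2 minimums kept 4663 barcodes, with a median of 16.9% mitochondrial UMIs, and the mitochondrial limit removed 3236 of these (69.4%), so the report describes a minority of the nuclei, and the effect of this limit is given in the closing section. Scrublet, as implemented in scanpy, marked 0.350% of the 1427 nuclei called, fewer than 0.5%, so the highest scores were removed at a rate of 0.8% per 1000 nuclei, which were 16 nuclei. This rate was scaled to the 1427 nuclei within the mitochondrial limit. Without the limit the same rule removed 174 of 4663 barcodes, a larger share. Doublets may thus be under-removed here, and the alternative with 2 times as many removed stays below that share. Barcodes with 100 to 400 UMIs and fewer than 500 ATAC counts gave the profile of free RNA (62597 barcodes). The transcript Gm42418 held 60.3% of its UMIs and 27.2% of those in nuclei. Free RNA was put at 8.03% of the UMIs in nuclei, on the assumption that each nucleus holds 229 free UMIs, the median of these barcodes. This share was not estimated from the nuclei. Col1a1 was at 44700 CPM in these barcodes and at 8091 CPM in blood-like nuclei, more than that share alone would give. The subtraction of free RNA may thus remove too little.

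RNA counts were scaled to 10000 per nucleus and log-transformed, and 3000 variable genes without any gene of the held-out lists gave 30 principal components, a graph of 30 neighbours and Leiden clusters at resolution 1.0. ATAC counts were reduced by latent semantic indexing to 30 components, of which the first was dropped since its correlation with depth was 0.969, and clustered alike. The markers of 19 cell types, 145 genes, were chosen before the data were examined, as were the 17 held-out lists with 171 genes, the motif families and the rule for the genes named in the text. By that rule the genes the study named were given, per list up to 4 members with the largest absolute log2 ratio in 1 class and at least 20 UMIs over both sides, per class the 3 peaks of highest ratio, the marker accessibility and the 5 genes of highest ratio outside the lists and variable genes, and per ATAC cluster the 3 markers of highest ratio. Some genes that the rule selects are not reported here.

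The rule that turned markers into names was set after the data were seen, and was revised several times while clusters were inspected. A marker counted as detected with at least 10 UMIs and at least 2 times the CPM in nuclei named as blood. A cluster was named when the mean log2 fold of a cell type's markers over the median of the other clusters was at least 1.5 with at least 3 markers detected and 1 among the 20 leading genes, named weakly from 0.5, and named transitional when at least 1 in 3 of both lists was detected and no clear name applied. An osteoblast-like cluster of 91 nuclei, with a mean log2 fold of 1.20, was named weakly. The marker lists were of erythroid, granulocyte, macrophage or osteoclast, B-lymphoid, T and NK, megakaryocyte, general blood, endothelial, mural, glial, skeletal muscle, adipocyte, periosteal fibroblast, tenocyte or synovial, osteocyte, chondrocyte, osteoblast, reticular and cycling cells.

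For each class the counts of its nuclei were summed. CPM used all UMIs, with exact Poisson 95% intervals, and shares had exact Clopper-Pearson 95% intervals. Log2 ratios had 0.5 counts added to both sides, and a gene was called higher or lower in a list at 2-fold with at least 20 UMIs over both sides. List medians were compared with 10000 random lists drawn from 20 bins of expression. Accessibility of a gene was the ATAC counts of peaks over the gene and 3 kb upstream. Peaks with at least 50 counts were ranked by the ratio of a class to the other stromal classes, and consensus motifs were searched in the first 1000 of each class and in 100 random sets matched on GC content and counts. Simplex coordinates were the mean distances of a nucleus to reference nuclei of 3 classes over 30 features per class, turned into similarities and scaled to a sum of 100, and every other nucleus of the 3 classes served as reference and was not measured itself. Nuclei were called female by Xist and male by Y-linked genes.

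In tests on simulated data, drawn from the summed profiles of this library with known changes added, 52% of genes raised 2-fold, which lie at the cut-off of the 2-fold rule, and 100% of those raised 4-fold passed it, while 2.75% of unchanged genes did. The changes were simulated only for reticular-like nuclei, with 951386 UMIs, against the other stromal nuclei. These rates were not measured for smaller classes and cannot be carried over to mural-like nuclei, with 57214 UMIs. Of 100 lists without a shift 2 and 5 fell outside the central 95% in 2 runs, the Poisson intervals covered at least 95.3% and the binomial intervals 96.6%, and for peaks chosen to hold the GATA consensus the matched random sets gave 15.1%.

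The alternatives planned were 1000 UMIs with 2000 ATAC counts, a 2-means split of barcodes, a mitochondrial limit of 5%, no doublet removal or removal of 2 times as many, resolutions of 0.5 and 2.0, held-out lists kept for clustering, 20 matrix factors in place of principal components, thinning to 500 UMIs, subtraction of free RNA, each sex alone, a minimum of 200 counts per peak, 500 or 2000 peaks per class, 500 simplex features, the first ATAC component kept and peaks within 3 kb of gene starts. After the data were seen, a mitochondrial limit of 20%, no limit, and totals without mitochondrial genes, Gm42418 and AY036118 were added, as were the count of nuclei above background in both marker sets, the tolerance of 0.5 log2 for list medians, the split of the chondrocyte-like nuclei, the eGFP values and bootstrap intervals (2000 draws) for ratios of medians above and within the mitochondrial limit. LIGER, with which the study assigned its labels to these nuclei, was not used here, and other libraries of the study were not analysed here. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, anndata 0.12.19, scikit-learn 1.9.0, igraph 0.11.9 and matplotlib 3.10.9 were used.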

Results

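RNA and open chromatin were measured in the same nuclei of tdTomato+ cells, sorted from the femur bone marrow of Prrx1-cre; R26R-tdTomato mice at postnatal day 21. In these mice, Cre driven by a Prrx1 enhancer marks the skeletal lineage of the limbs, and the marked cells and their descendants carry the red fluorescent protein tdTomato. The nuclei of both sexes were pooled and 15000 were loaded, which gave 1 RNA library and 1 open chromatin (ATAC) library with shared barcodes and no replicates. Over 728634 barcodes the files held 35460453 RNA molecules (UMIs) and 191398837 ATAC counts in peaks. The 1411 nuclei kept held 4025855 UMIs and 38750597 ATAC counts, with medians of 1544 UMIs, 632 genes and 23964 ATAC counts per nucleus. Values below are counts summed per class, as CPM of UMIs, or of ATAC counts in peaks where accessibility is given, with exact Poisson 95% intervals, and shares with exact Clopper-Pearson 95% intervals. These intervals cover counting error only, and with 1 library no test was possible.

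The first comparison asked which cell types the sort contained, and whether any class stood between osteoblasts and chondrocytes (OCT) or between osteoblasts and reticular cells (ORT), the transitional identities that the study described from other libraries and also assigned to nuclei of this one. Reticular-like nuclei, the stromal cells that make the chemokine Cxcl12 and carry the leptin receptor Lepr, were the most frequent named class with 459 nuclei (32.5%, 30.1 to 35.0%). Osteoblast-like nuclei with the bone matrix genes Col1a1, Col1a2, Bglap and Bglap2 numbered 162 (11.5%, 9.86 to 13.3%), and 45 nuclei (3.19%, 2.34 to 4.24%) were chondrocyte-like, with all 15 cartilage markers detected. An ORT-like class of 122 nuclei (8.65%, 7.23 to 10.2%) had 7 of the 11 osteoblast markers and 6 of the 11 reticular markers above the level of blood-like nuclei. In that class the osteoblast transcription factor Runx2 stood at 1428 CPM (1282 to 1586), Alpl, the phosphatase of mineralising cells, at 540 CPM (452 to 641), and Sp7 at 196 CPM (145 to 260). The reticular transcription factor Ebf3 stood at 368 CPM (296 to 453) and Lepr at 295 CPM (231 to 371) in the same class, against 1385 and 1403 CPM in reticular-like nuclei. Mural-like nuclei with Myh11, Rgs5 and Acta2, genes of the cells around vessels, numbered 33 (2.34%, 1.62 to 3.27%).

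No cluster was named OCT-like, but the chondrocyte-like cluster had 6 of the 11 osteoblast markers above blood-like nuclei and took its name because a clear chondrocyte name went before a transitional one. When the mitochondrial limit was lifted, 14 of the 1411 nuclei fell into an OCT-like cluster. Blood-like nuclei made up 15.7% (13.9 to 17.7%) of the nuclei, of which 74 were erythroid-like, 75 granulocyte-like, 47 B-lymphoid-like and 26 macrophage/osteoclast-like. The markers of T and NK cells were at 8.99 CPM (2.45 to 23.0) or lower in the stromal classes, those of mature adipocytes held at most 2 UMIs in each, and those of glia reached 92.1 CPM (66.1 to 125) in chondrocyte-like nuclei, where Cdh19 held most of the UMIs. The periosteal fibroblast markers were at 1868 CPM and the tenocyte and synovial markers at 982 CPM in chondrocyte-like nuclei, and the osteocyte markers at 1517 CPM in osteoblast-like nuclei. A further 368 nuclei (26.1%, 23.8 to 28.5%) stayed unnamed, in clusters led by Lars2 and by Rmrp. The share of ORT-like nuclei ranged from 0 to 16.4% over the alternatives and that of osteoblast-like nuclei from 5.88 to 22.4%. The reticular-like share ranged from 17.2 to 34.3%, the chondrocyte-like share from 0 to 4.25% and the mural-like share from 0 to 3.33%.

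**Figure D1:**
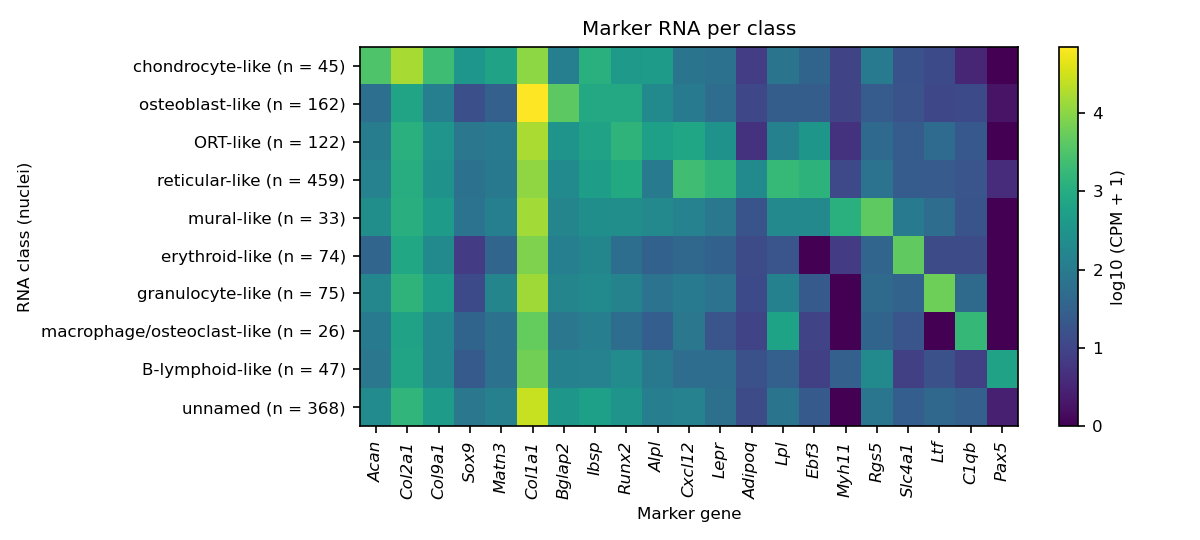
RNA of 21 naming markers (columns) in the 9 named classes and the unnamed nuclei (rows, with the number of nuclei), coloured by log10 of CPM plus 1. Col1a1 was seen in every class, with 8091 CPM in blood-like nuclei, whereas Acan was highest in chondrocyte-like nuclei at 3279 CPM and Ebf3 in reticular-like nuclei at 1385 CPM.

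The 45 chondrocyte-like nuclei were a mixture. When nuclei with more mitochondrial RNA were added to the clustering, an alternative chosen after the data were seen, 18 of the 45 fell into a tenocyte/synovial-like cluster, 11 into an OCT-like cluster and 11 into a chondrocyte-like cluster. Acan, the main proteoglycan of cartilage, stood at 6423 CPM (6070 to 6790) in the last 11, at 1285 CPM (1051 to 1555) in the OCT-like 11 and at 459 CPM (343 to 602) in the tenocyte/synovial-like 18. Mmp13, the collagenase of terminal hypertrophic cartilage, stood at 46.6, 2801 and 132 CPM in the same order. Fmod, a tendon proteoglycan, stood at 1332 CPM (1128 to 1562) in the tenocyte/synovial-like nuclei. It also stood at 710 CPM (596 to 839) in the 11 that stayed chondrocyte-like, and 0 UMIs in the OCT-like 11 allowed up to 45.1 CPM. Values of the chondrocyte-like class below carry this mixture.

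The second comparison asked where Fgfr3 and Gas1 were expressed, the genes that the study chose from other libraries to mark OCT and ORT cells. Both were kept out of the clustering and naming. Fgfr3 (ENSMUSG00000054252, chromosome 5, 33721674 to 33737068, mm10), a fibroblast growth factor receptor of cartilage, was at 115 CPM (85.3 to 151) in chondrocyte-like and 119 CPM (79.5 to 170) in ORT-like nuclei. It was at 66.2 CPM (50.9 to 84.7) in reticular-like and 14.5 CPM (8.57 to 22.8) in osteoblast-like nuclei, and blood-like nuclei held 1 UMI (2.01 CPM, 0.0509 to 11.2). The intervals of ORT-like and reticular-like nuclei overlapped. Against the other named stromal classes the log2 ratio was 1.37 in chondrocyte-like and 1.29 in ORT-like nuclei. The ratio in ORT-like nuclei was not stable: it was 0.48 with clusters from matrix factors, 0.31 with a mitochondrial limit of 20% and 0.34 without a limit, and in chondrocyte-like nuclei it was 2.47 with the limit of 20%. Within the chondrocyte-like mixture Fgfr3 was at 212 CPM (152 to 288) in the 11 nuclei that stayed chondrocyte-like, and 0 UMIs in the 11 OCT-like nuclei allowed up to 45.1 CPM.

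Gas1 (ENSMUSG00000052957, chromosome 13, 60174405 to 60177365), a hedgehog co-receptor of the cell surface, was at 213 CPM (159 to 279) in ORT-like, 177 CPM (151 to 205) in reticular-like and 175 CPM (139 to 219) in chondrocyte-like nuclei. It was at 49.0 CPM (37.5 to 62.9) in osteoblast-like and 16.1 CPM (6.94 to 31.7) in blood-like nuclei. The log2 ratio to the other stromal classes was 0.91 in ORT-like and -1.84 in osteoblast-like nuclei. Over the alternatives this ratio ranged from 0.29 to 1.24 in ORT-like and from -2.52 to -0.73 in osteoblast-like nuclei. Gas1 thus did not set ORT-like apart from reticular-like nuclei, whose intervals overlapped. In the chondrocyte-like class its level came from the tenocyte/synovial-like part, at 582 CPM (450 to 741), against 15.5 CPM (3 UMIs, 3.204 to 45.4) in the part that stayed chondrocyte-like.

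Lepr (ENSMUSG00000057722, chromosome 4, 101717404 to 101815352) was at 1403 CPM (1329 to 1481) in reticular-like, 295 CPM in ORT-like and 52.2 CPM (40.3 to 66.5) in osteoblast-like nuclei. Cxcl12 (ENSMUSG00000061353, chromosome 6, 117168535 to 117181367) was at 2320 CPM (2224 to 2419) in reticular-like and 700 CPM (599 to 813) in ORT-like nuclei, with 64.3 CPM (44.0 to 90.8) in blood-like nuclei. Col1a1 (ENSMUSG00000001506, chromosome 11, 94936224 to 94953042) was at 70057 CPM (69593 to 70523) in osteoblast-like and 16659 CPM (16151 to 17179) in ORT-like nuclei, but also at 8091 CPM (7843 to 8345) in blood-like nuclei. The 10308 CPM of chondrocyte-like and 10900 CPM of reticular-like nuclei were 1.27 and 1.35 times that level. Col2a1 (ENSMUSG00000022483, chromosome 15, 97975602 to 98004695), the collagen of cartilage, was at 16509 CPM (16133 to 16891) in chondrocyte-like and 842 CPM (763 to 926) in blood-like nuclei. Acan (ENSMUSG00000030607, chromosome 7, 79053483 to 79115099) was at 3279 CPM (3113 to 3452) in chondrocyte-like and at 245 CPM or lower in the other stromal classes. Ly6a (ENSMUSG00000075602, chromosome 15, 74994877 to 74998031), which encodes the surface antigen Sca1, had 14 UMIs (31.5 CPM, 17.2 to 52.8) in chondrocyte-like nuclei, of which 12 were in the tenocyte/synovial-like part, and 0 in reticular-like nuclei (up to 3.88 CPM). tdTomato (tdT-WPRE_trans) was at 254 to 454 CPM in the 5 stromal classes and 44.2 CPM (27.7 to 66.9) in blood-like nuclei.

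**Figure D2:**
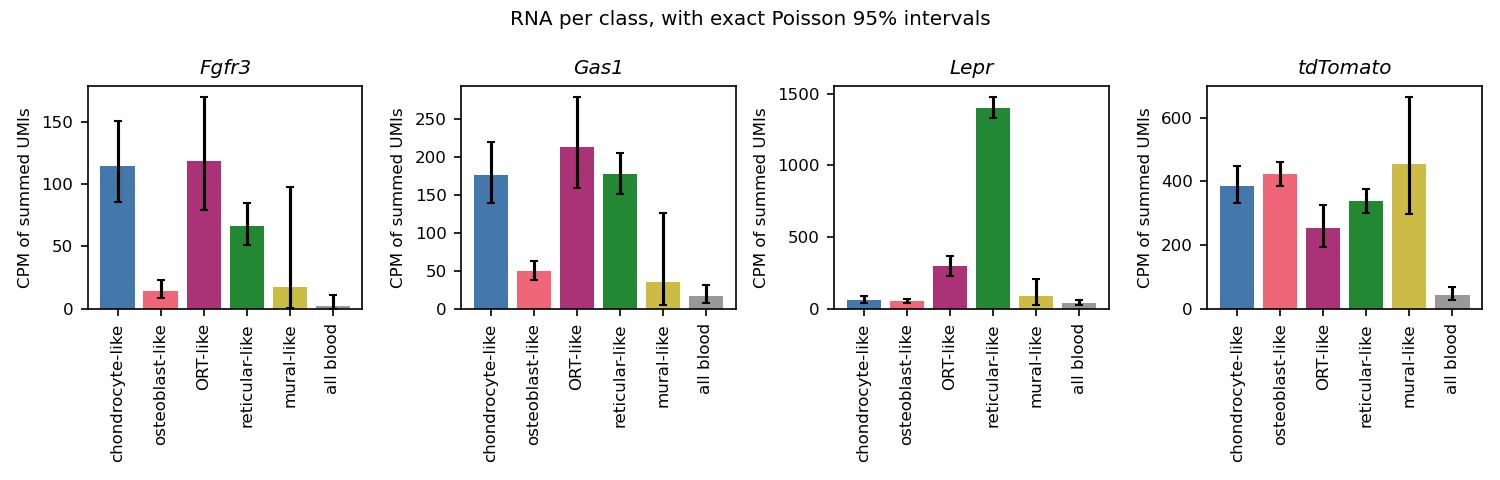
CPM with exact Poisson 95% intervals (vertical axes) of Fgfr3, Gas1, Lepr and tdTomato in the 5 stromal classes and all blood-like nuclei (bars). Fgfr3 was highest in ORT-like (119 CPM) and chondrocyte-like nuclei (115 CPM), and the Gas1 intervals of ORT-like, reticular-like and chondrocyte-like nuclei overlapped.

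Nuclei with UMIs of both a chondrocyte and an osteoblast marker were found in every class. This is only part of how the study described OCT cells, which also expressed a reticular marker, each at levels below the canonical types. All 45 chondrocyte-like nuclei (92.1 to 100%, median 7247 UMIs) held UMIs of both marker sets, but so did 98.6% (92.7 to 99.97%) of erythroid-like nuclei at a median of 1254 UMIs. After every nucleus was thinned to 500 UMIs, the share was 93.3% (81.7 to 98.6%) in chondrocyte-like, 90.7% (81.7 to 96.2%) in granulocyte-like and 78.4% (67.3 to 87.1%) in erythroid-like nuclei, so by this measure chondrocyte-like nuclei did not stand apart from blood-like ones. Counting only nuclei with at least 3 times the mean UMIs of blood-like nuclei for both sets gave 42.2% (27.7 to 57.9%) of chondrocyte-like, 47.5% (39.6 to 55.5%) of osteoblast-like and 1.35% (0.0342 to 7.30%) of erythroid-like nuclei. At 500 UMIs per nucleus this measure, chosen after the data were seen, gave 0 of 45 chondrocyte-like nuclei (up to 7.87%) and 4.94% (2.16 to 9.50%) of osteoblast-like nuclei. At full depth the cut-offs were 19.0 chondrocyte and 88.5 osteoblast UMIs in every nucleus, whatever its depth. Deeper nuclei reach such cut-offs more easily, so the full-depth shares cannot decide whether single nuclei expressed both sets. That question stayed open.

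The third comparison asked which pathways separated the classes, with 17 gene lists fixed beforehand and kept out of the clustering. Spp1, Dlx5, Dlx6, Mef2c, Wif1 and Cdkn1a were named after their values were seen, the other members by a rule fixed before. Each class was set against the other 4 named stromal classes summed, and each list median beside 10000 random lists of like expression. Factors of the blood stem cell niche marked reticular-like nuclei, with 8 of 9 members at least 2-fold higher and a median log2 ratio of 2.95, above all random lists. Kitl, the ligand that maintains blood stem cells, was at 2157 CPM (2065 to 2252) against 118 (103 to 134), Vcam1, an adhesion molecule, at 1099 (1034 to 1168) against 64.8 (54.1 to 77.0), and Angpt1 at 477 (434 to 523) against 33.1 (25.6 to 42.2). Spp1, osteopontin, was the member that was lower, at a log2 ratio of -1.70. In osteoblast-like nuclei 8 of the 9 were lower, with Igf1 at 11.2 CPM (6.15 to 18.9) against 312 (286 to 339).

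Angiogenic factors (5 of 6 members higher, median 2.29) and adipogenic genes (7 of 9 higher, median 1.84) were also high in reticular-like nuclei. Vegfc, a growth factor of lymphatic vessels, was at 386 CPM (347 to 427) there and had 0 UMIs in mural-like nuclei (up to 64.5 CPM), and Pgf, a placental growth factor, had 0 UMIs in chondrocyte-like nuclei (up to 8.29 CPM) against 24.0 CPM (18.3 to 30.9). Angptl4 was at 7.23 CPM (3.31 to 13.7) in osteoblast-like nuclei against 48.3 in the others. Pparg, the master regulator of fat cells, was at 5.62 CPM (2.26 to 11.6) in osteoblast-like nuclei against 157 (138 to 177) in the others, and Apoe, a lipid carrier, at 76.3 (61.7 to 93.3) against 492 (460 to 527). Cd36, a fatty acid receptor, was at 0.803 CPM (0.0203 to 4.47) in osteoblast-like nuclei against 12.4 (7.66 to 18.9). The adipogenic list was above 98.8% of random lists in mural-like nuclei too, with Fabp4, a fatty acid binding protein of fat and vessels, at 245 CPM (134 to 411) against 11.1 (7.58 to 15.7).

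The list of osteoblast transcription factors and mineralisation genes had a median log2 ratio of 0.70 in osteoblast-like nuclei, with 5 of 10 members higher and 2 lower. Smpd3, a sphingomyelinase needed for mineralisation, was at 1057 CPM (1001 to 1116) in osteoblast-like and 90.4 CPM (72.3 to 112) in reticular-like nuclei. In 7 of 15 alternatives the list median fell below 0, to as low as -0.61, at percentiles from 74.0 to 97.6 of random lists. In ORT-like nuclei 3 members were at least 2-fold higher and 2 lower, with a median of -0.15 within the range of random lists, and the highest was Slc20a2, a phosphate transporter, at 438 CPM (359 to 529) against 52.6 (44.3 to 62.0), with Dlx5 at 106 CPM (69.5 to 156) and Dlx6 at 81.8 CPM (49.99 to 126). Ank, a pyrophosphate transporter, and Enpp1, which makes pyrophosphate, had 0 UMIs in mural-like nuclei (up to 64.5 CPM) against 195 and 116 CPM.

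Chondrocyte transcription factors marked chondrocyte-like nuclei, with 5 of 7 members higher and a median log2 ratio of 2.65, above all random lists. Sox6, a partner of Sox9, was at 261 CPM (215 to 313) against 37.6 (30.4 to 46.0), and Foxa3 at 42.7 (25.7 to 66.7) against 2.002 (0.650 to 4.67). Sox5 was highest in mural-like nuclei, at 664 CPM (470 to 912) against 58.9 (50.4 to 68.5), where Runx3 had 0 UMIs (up to 64.5 CPM) against 66.2. In osteoblast-like nuclei 5 of the 7 were lower and Mef2c was higher, at 748 CPM (700 to 797).

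Hedgehog genes were not shifted as a list in chondrocyte-like nuclei (median 0.35, 2 of 8 higher), although Ihh, the ligand of the growth plate, was at 121 CPM (91.2 to 158) against 4.80 (2.48 to 8.39) and Cdon, its co-receptor, at 126 (95.1 to 163) against 10.0 (6.48 to 14.8). In osteoblast-like nuclei 5 of 8 hedgehog members were lower (median -1.60), and Ptch1, the hedgehog receptor, had 0 UMIs in mural-like nuclei (up to 64.5 CPM) against 66.9. Of the FGF list, 7 of 11 members were lower in osteoblast-like nuclei (median -1.79), with Spry1 at 7.23 CPM (3.31 to 13.7) against 49.5 and Fgf2 at 3.21 (0.875 to 8.23) against 21.2. Fgf7, a growth factor for epithelia, was at 226 CPM (197 to 258) in reticular-like nuclei against 9.54 (5.74 to 14.9), and Fgf1 at 5.26 (1.71 to 12.3) against 67.8 (56.8 to 80.2).

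BMP and TGF-beta genes were lower in osteoblast-like nuclei, with 11 of 18 members at least 2-fold lower and a median of -1.81. Random lists in osteoblast-like nuclei lay below 0 too (-1.08 to -0.24), and the median was lower still. Bmp6 was at 20.1 CPM (13.0 to 29.6) there, but at 1094 CPM (999 to 1196) in chondrocyte-like and 708 CPM (656 to 764) in reticular-like nuclei. The BMP antagonists Grem1 and Chrdl1 were reticular, with Chrdl1 at 232 CPM (203 to 265) against 11.0 (6.92 to 16.7) and Grem1 at 153 CPM (130 to 181) against 2.41 CPM (0.497 to 7.04) in osteoblast-like nuclei. Bmp4 was at 2.25 CPM (0.0569 to 12.5) in chondrocyte-like nuclei against 69.3 (59.3 to 80.4). Of the WNT list, 8 of 13 members were lower and 4 higher in chondrocyte-like nuclei (median -1.60), and 7 of 13 were lower in mural-like nuclei (median -1.21). Rspo3, an enhancer of WNT signals, was at 171 CPM (146 to 200) in reticular-like and 4.02 CPM (1.30 to 9.37) in osteoblast-like nuclei, Rspo2 at 1.61 (0.195 to 5.80) in osteoblast-like nuclei against 101 (86.2 to 117), and Sfrp1 at 1.61 (0.195 to 5.80) against 35.3 (27.0 to 45.5). Wif1, a WNT inhibitor, was at 499 CPM (415 to 596) in ORT-like nuclei, and Dkk1 had 0 UMIs in reticular-like nuclei (up to 3.88 CPM) against 14.6 CPM (9.75 to 20.9) in the others.

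Notch genes were above most random lists in reticular-like (median 1.12, 3 of 6 higher) and ORT-like nuclei (median 0.68, 2 of 6 higher) and low in osteoblast-like nuclei (median -2.06, 4 of 6 lower). Hey1, a Notch target, was at 57.3 CPM (31.3 to 96.1) in ORT-like nuclei against 9.26 (5.99 to 13.7), and the ligand Jag1 at 16.1 (9.81 to 24.8) and the receptor Notch1 at 14.5 (8.57 to 22.8) in osteoblast-like nuclei against 90.1 and 67.7. Heyl was at 2.25 CPM (0.0569 to 12.5) in chondrocyte-like nuclei against 29.6 (23.3 to 37.2). Only 3 genes of the parathyroid hormone list were measured, 2 of them higher in chondrocyte-like nuclei (median 1.51). Pth1r, the receptor, was at 123 CPM (102 to 147) in reticular-like nuclei against 502 (471 to 534), Pde4d at 61.4 (34.4 to 101) in ORT-like nuclei against 153, and Pde10a at 52.4 (10.8 to 153) in mural-like nuclei against 13.5 (9.61 to 18.5).

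The matrix remodelling list had a median of -0.24 in reticular-like nuclei (4 of 14 higher, 5 lower) and lay within the range of random lists in all 5 classes, although single members differed widely. Mmp9, gelatinase B, was at 1248 CPM (1112 to 1396) in ORT-like nuclei against 55.6 (47.0 to 65.2), Timp3, a protease inhibitor, at 906 (819 to 999) in chondrocyte-like nuclei against 54.4 (45.7 to 64.4), and Mmp2 at 28.4 (18.7 to 41.3) in reticular-like nuclei against 254 (232 to 277). Mmp11 was at 2.41 CPM (0.497 to 7.04) in osteoblast-like nuclei against 23.0 (16.3 to 31.4). Of the genes that couple stroma to osteoclasts, 3 of 5 were lower and the other 2 higher in reticular-like nuclei (median -1.60), and 4 of 5 were lower in mural-like nuclei (median -2.30). Tnfsf11, the osteoclast differentiation factor RANKL, was at 20.9 CPM (13.6 to 30.6) in osteoblast-like nuclei against 351 (323 to 380). Sema4d was at 7.36 CPM (2.96 to 15.2) in reticular-like nuclei against 92.4 (79.5 to 107), Tnfrsf11b, the decoy receptor of RANKL, at 3.15 (0.650 to 9.22) against 42.2 (33.6 to 52.2), and Csf1 had 0 UMIs in mural-like nuclei (up to 64.5 CPM) against 118.

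AP-1 and ATF genes lay within the range of random lists in every class, with 5 of 9 members lower in osteoblast-like nuclei (median -1.08). Junb was at 244 CPM (217 to 273) there against 617 (580 to 655), Bach2 at 32.1 (23.0 to 43.7) against 121 (105 to 138), Atf3 at 12.3 (2.53 to 35.9) in ORT-like nuclei against 70.0 (60.4 to 80.8), and Batf at 16.8 (9.61 to 27.3) in reticular-like nuclei against 3.51. The p53 list was at the edge of the random range in chondrocyte-like nuclei (median 0.90, 3 of 7 higher), with Cdkn1a at 378 CPM (323 to 439). Bax had 0 UMIs in ORT-like nuclei (up to 15.1 CPM) against 18.5 (13.8 to 24.4), and Sesn2 and Trp53 were both at 8.03 CPM (3.85 to 14.8) in osteoblast-like nuclei against 25.9 and 23.0, while Zmat3 rested on 1 UMI in mural-like nuclei (17.5 CPM, 0.443 to 97.4) against 6.93. Quiescence and cell cycle genes lay within the random range in every class (median 0.39 in chondrocyte-like nuclei, 2 of 7 higher). There, Cdkn1c, a brake on the cell cycle, was at 272 CPM (226 to 325) against 28.8 (22.6 to 36.3), and Ccnd1 was at 3.15 (0.650 to 9.22) in reticular-like nuclei against 17.1 (11.8 to 23.9). Mcm5 and Ccnd3 each had 1 UMI in mural-like nuclei (17.5 CPM, 0.443 to 97.4) against 6.58 and 66.2. The list of study genes had only Fgfr3 and Gas1 measured and gave no median, and both were lower in osteoblast-like nuclei. In osteoblast-like nuclei the central 95% of random lists matched to the mineralisation list lay itself below 0 (-1.30 to -0.02). The same held for the FGF, hedgehog, WNT, BMP and TGF-beta and matrix remodelling lists, and the ranges of the other lists lay mostly below 0. The counts of members called lower in this class, and the single genes among them, carry this shift.

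Totals without mitochondrial genes, Gm42418 and AY036118, which held 36.7% of the UMIs of osteoblast-like, 28.0% of reticular-like and 26.7% of chondrocyte-like nuclei, moved the median log2 ratio of all genes by 0.17, -0.13 and -0.14 in these classes. With them the medians of the BMP and TGF-beta and the matrix remodelling lists in chondrocyte-like nuclei, of the FGF, parathyroid hormone and matrix remodelling lists in ORT-like nuclei and of the BMP and TGF-beta and the AP-1 and ATF lists in mural-like nuclei changed sign, all of which had been near 0.

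**Figure D3:**
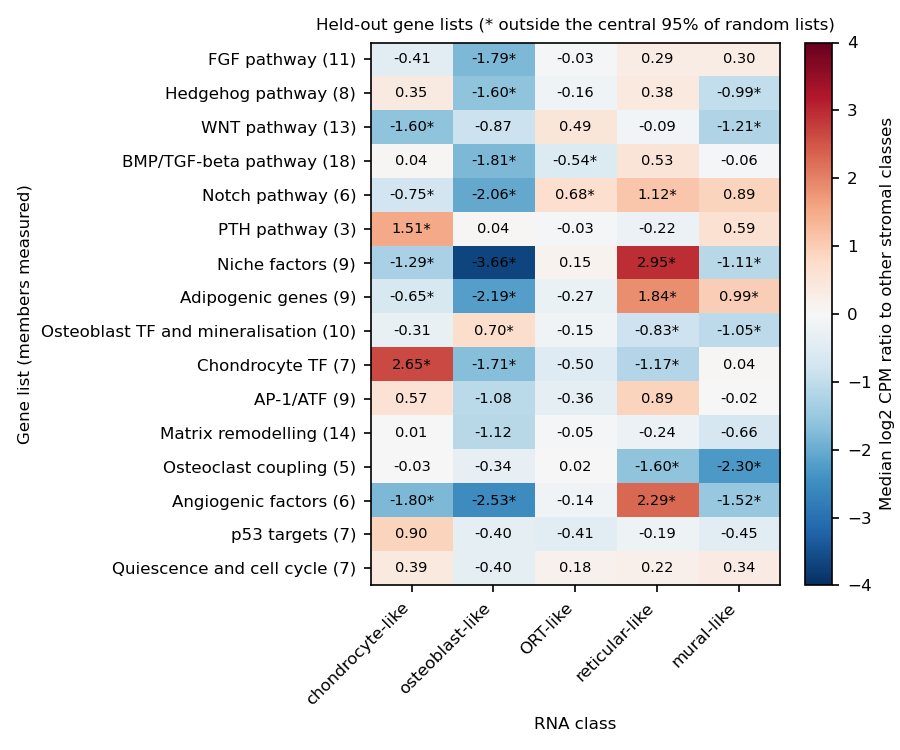
Median log2 CPM ratio of each held-out list (rows, with the members measured) in each stromal class (columns) against the other stromal classes, on a colour scale centred at 0, with an asterisk where the median lay outside the central 95% of random lists. Niche (2.95), angiogenic (2.29) and adipogenic lists (1.84) were highest in reticular-like nuclei, and chondrocyte transcription factors (2.65) in chondrocyte-like nuclei.

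Outside the lists and the genes used for clustering, the highest ratios in osteoblast-like nuclei were of Sphkap, Lipc (218 CPM, 193 to 245, against 7.66), Col22a1 (478 CPM, 440 to 518, against 19.4), Kif6 and Grik2. Those in ORT-like nuclei were of Gm19299 (123 CPM, 82.8 to 175, against 8.52), Ndnf, Lama2, a laminin chain, Syt6 and Rmnd1. Epb41l4b (129 CPM, 107 to 154, against 3.01), Fmo2, Gm29771, Gm34907 and Gm4070 led in reticular-like nuclei, and Kcnk5, Mfap4, Tnxb, Mypn (112 CPM, 83.4 to 148, against 1.60) and Ltbp4 in chondrocyte-like nuclei. Mural-like nuclei had Myom1, Ror1, Cacna1c, Cspg4 (717 CPM, 514 to 972, against 130) and Syne2, of which Cspg4 encodes the pericyte antigen NG2.

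The fourth comparison asked whether open chromatin at genes followed the RNA classes, which were made without it. Of the 37 markers of chondrocytes, osteoblasts and reticular cells, 34 were most accessible in their own class among these 3 classes, and 31 among all 5 stromal classes. Col1a1 was at 177 CPM of ATAC counts (166 to 189) in osteoblast-like, 83.1 (74.3 to 92.7) in ORT-like and 42.8 (39.7 to 46.2) in reticular-like nuclei. Cxcl12 was at 73.0 (68.9 to 77.3) in reticular-like, 65.8 (58.0 to 74.4) in ORT-like and 34.4 (29.6 to 39.8) in osteoblast-like nuclei, so that ORT-like nuclei lay between both at Col1a1 and beside reticular-like nuclei at Cxcl12. Acan was at 28.5 (22.6 to 35.4) in chondrocyte-like and 10.9 (8.28 to 14.1) in osteoblast-like nuclei, but Col2a1 was as accessible in osteoblast-like (58.5, 52.2 to 65.4) as in chondrocyte-like nuclei (54.8, 46.5 to 64.1). The median fold to the other classes was 2.26 for the chondrocyte, 2.69 for the osteoblast, 1.84 for the reticular and 2.60 for the mural markers, and all 8 mural markers were highest in mural-like nuclei.

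Fgfr3 and Gas1 were open in all stromal classes. Fgfr3 ranged from 30.1 to 41.1 CPM with overlapping intervals and was at 38.6 (33.5 to 44.2) in osteoblast-like nuclei, so the lower RNA level there had no counterpart in its accessibility. Gas1 was at 109 (99.0 to 120) in ORT-like, 98.9 (94.1 to 104) in reticular-like and 94.6 (86.5 to 103) in osteoblast-like nuclei and lower in chondrocyte-like nuclei, at 57.3 (48.8 to 66.8). Lepr was at 42.8 (39.6 to 46.1) in reticular-like against 12.2 (9.44 to 15.6) in osteoblast-like nuclei, and Ly6a had 14 counts or fewer in every class.

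**Figure D4:**
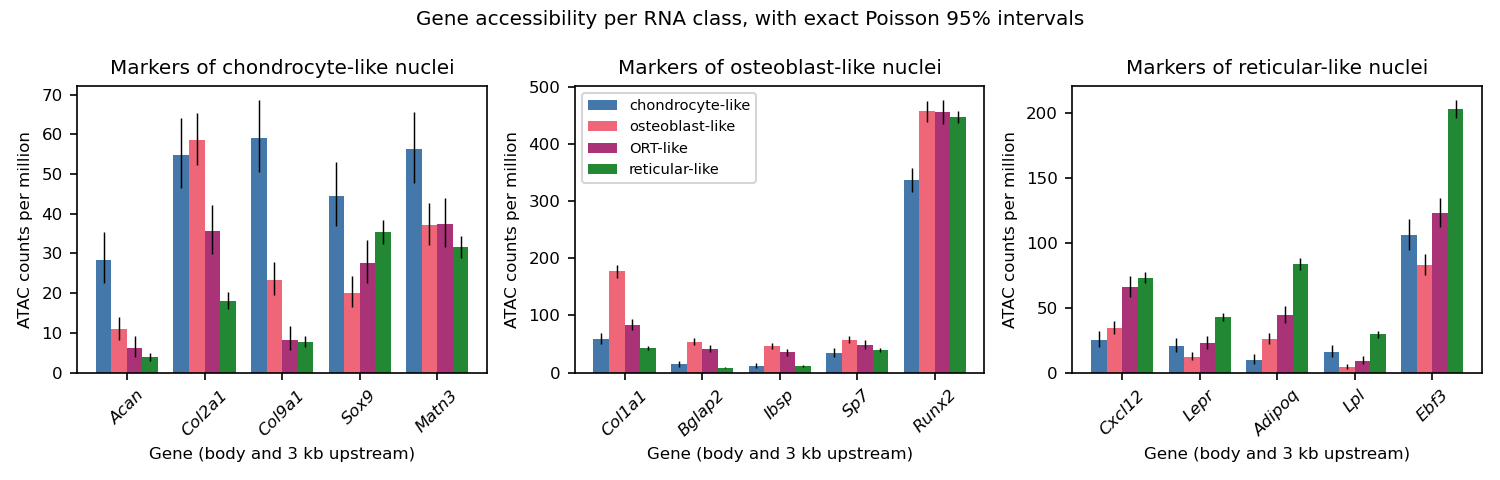
CPM of ATAC counts over the gene and 3 kb upstream, with exact Poisson 95% intervals, for 5 markers each of chondrocyte-like, osteoblast-like and reticular-like nuclei (panels) in these 3 classes and ORT-like nuclei (bars). Col1a1 fell from osteoblast-like (177) over ORT-like (83.1) to reticular-like nuclei (42.8), whereas Col2a1 was level between chondrocyte-like and osteoblast-like nuclei.

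The fifth comparison asked what clusters made from chromatin alone showed in RNA, since the study also described the chromatin of OCT cells. The 15 ATAC clusters, of which 14 could be named from marker RNA, included the reticular-like, osteoblast-like, ORT-like, chondrocyte-like and mural-like classes and an osteocyte-like cluster that RNA clustering had not separated. In those 63 osteocyte-like nuclei Dmp1, a matrix protein of osteocytes, was at 5196 CPM (4814 to 5601) against 231 (216 to 246) in all other nuclei, Phex, a phosphate regulator, at 1491 (1290 to 1715) against 144 (132 to 156), and Mepe at 145 (87.0 to 226) against 0.770 (0.159 to 2.25). Of the 4 reticular-like clusters, 1 was led by Esm1 (343 CPM, 281 to 416, against 39.8), Ebf3 and Cxcl12 (3354 CPM, 3152 to 3566, against 439), another by Pecam1, Adipoq (249 CPM, 193 to 316, against 42.1) and Agt, another by Gas6 (797 CPM, 678 to 930, against 241), Cebpa and Pecam1, and the last by Ebf3, Gas6 and Lepr (1835 CPM, 1638 to 2049, against 323). The ORT-like ATAC cluster was led by Abcc9 (228 CPM, 161 to 312, against 56.2), Mcam, with 4 UMIs, and Alpl (611 CPM, 498 to 741, against 183), and the chondrocyte-like one by Cdh19 (82.6 CPM, 58.7 to 113, with 0 UMIs elsewhere), Tnmd, a tendon gene, and Acan. Ttn, Dmp1 and Phex led the smaller osteoblast-like cluster and Bglap2, Bglap and Col1a2 the larger, and Flt1, Rgs5 and Myh11 the mural-like one. In that mural-like cluster the endothelial markers were raised too, with a mean log2 fold of 2.76 beside 4.19 for the mural markers. In the ORT-like ATAC cluster the mean log2 fold was 1.40 for the reticular, 0.98 for the mural and 0.92 for the osteoblast markers. Of the 11 osteoblast markers 4 were above blood-like nuclei there. In the ORT-like RNA cluster the osteoblast markers came second to the reticular ones, at 0.98 and 1.43.

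The erythroid-like ATAC cluster was led by Alas2 (743 CPM, 618 to 887, against 2.07) and Slc4a1, the granulocyte-like one by Mmp8, Ltf and Ngp, the B-lymphoid-like one by Vpreb1 and Pax5, and the macrophage/osteoclast-like one by C1qb, C1qa and Csf1r. The unnamed cluster of 211 nuclei was led by Clec3b, Myh11 and Tagln, with 28.2 CPM (14.1 to 50.4) of Clec3b. Of reticular-like nuclei 92.4% (89.6 to 94.6%) fell into an ATAC cluster of the same name, of chondrocyte-like nuclei 86.7% (73.2 to 94.9%), of osteoblast-like nuclei 74.1% (66.6 to 80.6%) and of ORT-like nuclei 45.9% (36.8 to 55.2%). Of the 122 ORT-like nuclei, 35 fell into osteoblast-like and 20 into reticular-like ATAC clusters. Among the 368 nuclei unnamed by RNA, 69 fell into osteoblast-like, 51 into osteocyte-like and 37 into chondrocyte-like ATAC clusters. A further 159 fell into the unnamed ATAC cluster. The adjusted Rand index between RNA and ATAC clusters was 0.300.

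The sixth comparison asked which peaks and motifs set the classes apart. Of 91164 peaks ranked, the reticular-like peak with the highest ratio lay in an intron of Asic2 (chromosome 11, 81701916 to 81702752, mm10), with 121 counts there and 0 in the other classes, followed by an intron of Gm47578 (chromosome 10, 99746834 to 99747725) with 114 and 0 counts and an intergenic peak (chromosome 15, 9834943 to 9835793) with 94 and 0. The osteoblast-like peaks were intergenic (chromosome 7, 115153226 to 115154137, 54 against 1 counts, and chromosome 8, 69126593 to 69127500, 68 against 2) or in an intron of Gm49355 (chromosome 14, 12304934 to 12305826, 65 against 2). The chondrocyte-like peaks were intergenic, on chromosome 7 (136134674 to 136135597, 50 against 1), 1225 bp from the start of Nos1 on chromosome 5 (117778945 to 117779807, 60 against 2) and on chromosome 4 (153863419 to 153864353, 56 against 2). The ORT-like peaks were less specific, on chromosome 5 (45943341 to 45944235, 46 against 8), 1328 bp from the start of Clec4a1 on chromosome 6 (122919677 to 122920520, 44 against 8) and on chromosome 10 (46880666 to 46881562, 43 against 11), all intergenic. The mural-like peaks lay on an unplaced contig, on chromosome 14 (19419293 to 19419723) and in an exon shared by Gm10717, Gm10718 and Gm26870 (chromosome 9, 3025096 to 3025943), which are places of repeated sequence. With a minimum of 200 counts in place of 50 per peak, 0 of the 1000 chondrocyte-like peaks of highest ratio were shared with these, and 145 of the reticular-like ones.

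The AP-1 consensus, bound by Fos and Jun proteins, was in 67.5% of the 1000 chondrocyte-like peaks of highest ratio, against a mean of 24.8% and a range of 21.6 to 27.9% over random peak sets matched on GC content and counts. It was below random in osteoblast-like (12.0%), ORT-like (14.5%) and reticular-like peaks (18.0%). The homeobox TAATTA consensus was in 35.2% of osteoblast-like peaks (random 19.0 to 25.1%) and MEF2 in 5.70% (1.40 to 3.80%). ORT-like peaks had RUNX in 36.5% (26.0 to 32.5%), and SOX was above random in ORT-like (55.2%, random 48.8 to 54.5%) and reticular-like peaks (56.5%, random 47.9 to 55.9%). Reticular-like peaks had C/EBP, bound by factors of fat cells, in 12.4% (5.90 to 10.2%) and RUNX in 22.5%, below random (27.0 to 34.0%). Mural-like peaks had EBF in 8.90% (2.10 to 4.90%), MEF2 in 6.10% (1.20 to 3.70%) and AP-1 in 33.0% (21.8 to 27.5%), and CTCF was below random in all 5 classes. In chondrocyte-like peaks the ratio of AP-1 to random was 2.72 here and 1.30 when the classes were made without the mitochondrial limit.

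**Figure D5:**
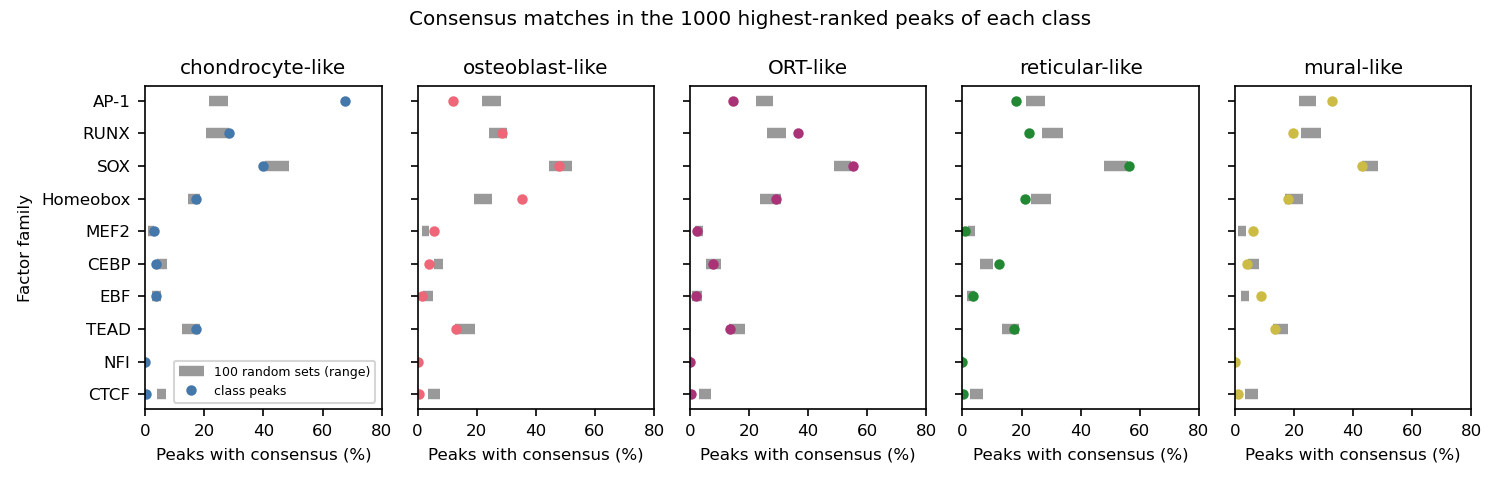
Percentage of the 1000 peaks of highest ratio with the consensus of 10 factor families (rows) in each stromal class (panels, points), beside the range over 100 matched random peak sets (grey bars). AP-1 in chondrocyte-like peaks, at 67.5%, lay farthest above its random range.

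In the simplex comparison, which asked how close single nuclei stood to the chondrocyte, osteoblast and reticular classes, ORT-like nuclei had median RNA coordinates of 35.9, 30.5 and 31.9 and ATAC coordinates of 32.0, 32.8 and 34.0 in that order, out of 100. Reticular-like nuclei kept out of the reference profiles had a median of 49.2 on their own RNA coordinate and osteoblast-like nuclei 44.9 on theirs. Erythroid-like nuclei, which belong to none of the 3 classes, lay at 39.1, 29.5 and 31.1 in RNA and 36.8, 31.9 and 31.2 in ATAC. A place near the centre was thus not particular to ORT-like nuclei, although their ATAC chondrocyte coordinate (quartiles 30.8 and 33.0) was lower than that of erythroid-like nuclei (35.0 and 36.8).

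The last comparison asked whether the classes held nuclei of both sexes alike. By Xist or Y-linked UMIs, 274 nuclei were female and 309 male, a female share of 47.0% (42.9 to 51.1%). A further 793 nuclei had neither and 35 had both (3 of them ORT-like). Whether these 35 nuclei were doublets was not tested. The female share was 64.8% (50.6 to 77.3%) in ORT-like, 51.8% (45.003 to 58.6%) in reticular-like, 43.8% (26.4 to 62.3%) in chondrocyte-like and 36.4% (26.9 to 46.6%) in osteoblast-like nuclei. The intervals of ORT-like and osteoblast-like nuclei did not overlap. Among female nuclei alone the log2 ratio of Fgfr3 was 0.75 in chondrocyte-like and 1.39 in ORT-like nuclei, and among male nuclei alone it was 2.02 there and 2.44 in ORT-like nuclei, and the difference between the sexes was not tested.

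Without the mitochondrial limit, an alternative chosen after the data were seen, 4489 nuclei were kept and an OCT-like class of 43 nuclei (0.958%, 0.694 to 1.29%) appeared. It had 5 of the 15 chondrocyte and 5 of the 11 osteoblast markers above blood-like nuclei, but the mean log2 fold over the other clusters was only 0.41 for the chondrocyte and -0.17 for the osteoblast markers. Of the 11 reticular markers 1 was above blood-like nuclei, whereas the study described OCT cells that also expressed Col1a1 and Cxcl12. Chromatin did not give the same name. Of the 43, 42 fell into an ATAC cluster of 56 nuclei that stayed unnamed, with 4 markers of each set. The ATAC cluster named OCT-like held other nuclei, 190 in number, of which 73 were osteoblast-like, 82 unnamed and 9 chondrocyte-like by RNA. It had 14 of the 15 chondrocyte and 10 of the 11 osteoblast markers above blood-like nuclei, with mean log2 folds of 1.25 and 1.05. Its median was 11368 ATAC counts, against 66209 in the 43 nuclei. Whether single nuclei of that ATAC cluster carried both sets was not tested. In the 43 nuclei that were OCT-like by RNA, Col10a1, the collagen of hypertrophic cartilage, was at 3535 CPM (3314 to 3767) and Mmp13 at 3813 (3584 to 4054). Ibsp, a sialoprotein of bone, was at 1474 (1333 to 1627) there, Runx2 at 839 (733 to 956) and Acan at 731 (633 to 841). Col1a1, at 6431 CPM (6132 to 6741), was below the 9896 CPM of blood-like nuclei. Fgfr3, the gene by which the study marked OCT cells, was low in these OCT-like nuclei, at 11.1 CPM (2.30 to 32.6). It was at 134 (119 to 150) in chondrocyte-like nuclei. The name of the OCT-like class comes from rebuilt clusters. Whether the OCT-like class corresponds to the study's OCT cells was not tested, so its low Fgfr3 cannot be read as evidence on that marker. Of the p53 list 6 of 7 members were at least 2-fold higher (median 1.60), with Cdkn1a, the p21 cell cycle inhibitor, at 594 CPM (506 to 694) against 159 and Mdm2 at 379 (309 to 460) against 90.3. AP-1 was in 54.1% of its peaks (random 22.8 to 31.1%) and RUNX in 39.6% (23.7 to 29.4%), and AP-1 in 33.8% of chondrocyte-like peaks. Gas1 without the limit was at 209 CPM (170 to 254) in tenocyte/synovial-like, 163 (144 to 183) in reticular-like, 132 (113 to 153) in ORT-like and 15.6 (10.9 to 21.7) in chondrocyte-like nuclei.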

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

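Of the tests in this part, the count of classes by median ATAC counts was chosen before the result was seen, and the ratios of these medians and the tests of doublets, free RNA, free mitochondrial RNA and tdTomato reads after it.

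The nuclei kept held 336 UMIs of eGFP, a transgene that the sample labels do not name, where a count of 0 would allow 3. They lay in 154 nuclei (10.9%). In reticular-like nuclei eGFP was at 204 CPM (176 to 235) and was seen in 20.9% of nuclei (median 1532 UMIs), against 1.80% of blood-like nuclei (median 1334.5 UMIs). Free RNA may bring such UMIs, but the lower bound in reticular-like nuclei was 8.56 times the upper bound in blood-like nuclei, and tdTomato reads counted as eGFP would give a like ratio in each class, whereas the lower bound of eGFP per tdTomato UMI in reticular-like nuclei was 7.86 times the upper bound in chondrocyte-like nuclei. Both tests argue against these sources, no biological explanation was tested, and the origin stays open, a GFP reporter line in the pool included, in which case the nuclei and the comparison of sexes would mix genotypes.

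The separate peak list held 12951 intervals that overlapped no peak of the matrix, a signal outside the counts used in the report. Its reads were not analysed here, and no explanation was tested.

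The ORT-like and OCT-like classes carried markers of 2 lineages, which doublets or free RNA could produce. In ORT-like nuclei 6 genes, among them Mmp9, Slc20a2 and Sema3a, exceeded 2 times every parent cluster and blood-like nuclei, against at most 0 in simulated doublets of osteoblast-like and reticular-like nuclei, and in OCT-like nuclei 101 genes did, against at most 4 in simulated doublets of chondrocyte-like and osteoblast-like nuclei. Free RNA of osteoblasts in ORT-like nuclei was tested with 8 markers, of which 5 (Col1a2, Ibsp, Sp7, Alpl and Runx2) had more UMIs per Col1a1 UMI than blood-like nuclei. In OCT-like nuclei 5 of 8 did too, but they were Ibsp, Sp7, Alpl, Runx2 and Kremen1. Col1a2, Bglap and Bglap2 stood there at 0.944, 0.694 and 0.760 times the ratio of blood-like nuclei, so free RNA stays open for these 3 genes. The genes above the simulated doublets and the markers above the blood ratio argue against doublets and free RNA as the whole source. What stays open is whether these nuclei are cells in transition, stable cells that share markers or in part a mixture. The last stays open since 35 ORT-like nuclei fell into osteoblast-like and 20 into reticular-like ATAC clusters. In OCT-like nuclei Col1a1 was below the level of blood-like nuclei. A single lineage thus stays open for the OCT-like nuclei too. No biological explanation was tested.

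Without the mitochondrial limit, the shares of ORT-like (14.8%), osteoblast-like (13.7%) and chondrocyte-like nuclei (4.25%) were larger, of which the last 2 had intervals that overlapped those within the limit, and at a limit of 20% the chondrocyte-like share was 1.71%. Damaged nuclei that lost chromatin would have fewer ATAC counts above the limit than within it, but the ratio of medians was 1.43 (1.20 to 1.84) in osteoblast-like nuclei, which argues against this cause there. It stays open in chondrocyte-like nuclei, at 0.950 (0.822 to 1.69) with only 14 nuclei within the limit, and in OCT-like nuclei, at 0.916 (0.709 to 1.40), and UMIs that are not mitochondrial were fewer above the limit in reticular-like (0.751, 0.667 to 0.835) and tenocyte/synovial-like nuclei (0.339, 0.237 to 0.511). The bound set beforehand, a ratio of at least 1 in 5 of 6 stromal classes, was met by osteoblast-like, osteocyte-like, ORT-like, reticular-like and mural-like nuclei, but it was ill chosen, since it can be met while chondrocyte-like nuclei, a class of the pattern, fall short. Free mitochondrial RNA would add like amounts to every barcode, but the class medians of mitochondrial UMIs differed 15.2-fold, and the limit removed classes unequally, since 7.33% (4.07 to 12.0%) of chondrocyte-like and 21.8% (18.6 to 25.3%) of osteoblast-like nuclei lay within it against 52.1% (48.5 to 55.7%) of reticular-like nuclei, and no biological explanation was tested.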

How the results depend on the processing

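The alternatives without a mitochondrial limit, with a limit of 20% and with totals that leave out mitochondrial genes and Gm42418 were chosen after the data were seen, and the others were planned. In all alternatives that gave the class, the niche median in reticular-like nuclei (2.10 to 3.78), the adipogenic median in reticular-like nuclei (1.02 to 2.20), the chondrocyte factor median in chondrocyte-like nuclei (1.63 to 3.30), Fgfr3 in chondrocyte-like nuclei (0.75 to 2.47) and ORT-like nuclei (0.31 to 2.44), and Gas1 in ORT-like nuclei (0.29 to 1.24) and osteoblast-like nuclei (-2.52 to -0.73) kept the sign of their log2 values. The Fgfr3 and Gas1 ratios are to the other classes summed, in which osteoblast-like nuclei weigh most, with 1245175 UMIs and low levels of both genes. A positive sign in ORT-like nuclei thus does not set them apart from reticular-like nuclei. Without the mitochondrial limit Gas1 was lower in ORT-like than in reticular-like nuclei, with overlapping intervals. The median of the osteoblast transcription factor and mineralisation list in osteoblast-like nuclei reversed in 7 of 15. The female share ranged from 46.5 to 48.9%. For the changes below the cause was not tested.

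With nuclei thinned to 500 UMIs, Gas1 in osteoblast-like nuclei was -2.52, the niche median was 2.10 and the chondrocyte factor median was 1.63. In female nuclei only, Fgfr3 in chondrocyte-like nuclei was 0.75 and the chondrocyte factor median was 1.65. In male nuclei only, Fgfr3 in chondrocyte-like nuclei was 2.02, Fgfr3 in ORT-like nuclei was 2.44 and the niche median was 3.66. With a minimum of 200 counts per peak, the AP-1 ratio was 2.39. With the 2-means split, the nuclei numbered 68258. With 1000 UMIs and 2000 ATAC counts, the osteoblast-like share was 8.34%, the ORT-like share was 6.88%, the mineralisation median reversed to -0.36 and the AP-1 ratio was 2.21. With a mitochondrial limit of 5%, the nuclei numbered 728, the reticular-like share was 30.1%, the osteoblast-like share was 22.4% and the ORT-like share was 6.46%. The chondrocyte-like and mural-like shares were 0%, the named ATAC clusters were 7, Gas1 in ORT-like nuclei was 0.29 and Gas1 in osteoblast-like nuclei was -1.34. The niche median was 3.78, the homeobox ratio was 1.86, the C/EBP ratio was 1.10 and the RUNX ratio was 1.12. Without doublet removal, the ORT-like share was 6.73%, Gas1 in osteoblast-like nuclei was -1.25, the adipogenic median was 1.29 and the mineralisation median reversed to -0.31. The AP-1 ratio was 2.54 and the homeobox ratio was 1.45.

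With 2 times as many doublets removed, the ORT-like share was 7.17%, the adipogenic median was 1.33, the mineralisation median reversed to -0.39 and the AP-1 ratio was 2.59. This alternative still removed a smaller share than the rule did without the mitochondrial limit, so it does not cover that rate. At resolution 0.5, the osteoblast-like share was 16.7%, the ORT-like share was 0%, the chondrocyte-like share was 0% and Gas1 in osteoblast-like nuclei was -0.73. At resolution 2.0, the ORT-like share was 4.04% and the mineralisation median reversed to -0.18. With the held-out lists kept for clustering, the ORT-like share was 5.17%, the adipogenic median was 1.28, the mineralisation median reversed to -0.41 and the AP-1 ratio was 2.60. With matrix factors, the reticular-like share was 25.4%, the osteoblast-like share was 5.88%, the ORT-like share was 16.4% and the chondrocyte-like share was 1.84%. The blood-like share was 20.3%, Fgfr3 in ORT-like nuclei was 0.48, Gas1 in osteoblast-like nuclei was -2.41 and the mineralisation median reversed to -0.61. The AP-1 ratio was 2.46.

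With a mitochondrial limit of 20%, the nuclei numbered 2626, the reticular-like share was 28.1%, the osteoblast-like share was 14.4% and the chondrocyte-like share was 1.71%. The blood-like share was 18.1%, Fgfr3 in chondrocyte-like nuclei was 2.47, Fgfr3 in ORT-like nuclei was 0.31 and the niche median was 3.54. The adipogenic median was 1.02, the mineralisation median reversed to -0.027, the AP-1 ratio was 1.37 and the reticular RNA coordinate of ORT-like nuclei was 41.3. The osteoblast RNA coordinate was 36.8. Without a mitochondrial limit, the nuclei numbered 4489, the reticular-like share was 17.2%, the osteoblast-like share was 13.7% and the ORT-like share was 14.8%. The chondrocyte-like share was 4.25%, the blood-like share was 21.9%, Fgfr3 in chondrocyte-like nuclei was 2.07 and Fgfr3 in ORT-like nuclei was 0.34. Gas1 in osteoblast-like nuclei was -1.34, the adipogenic median was 1.32, the chondrocyte factor median was 3.30 and the AP-1 ratio was 1.30.

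All 14 values compared after subtraction of free RNA and all 12 with the other totals stayed within their tolerance, as did all 4 with 500 or 2000 peaks per class. The subtraction rests on an assumed share of free RNA and may remove too little. At resolution 2.0, 31 of 33 did, with the held-out lists kept 28 of 33, without a mitochondrial limit 18 of 33 and at the limit of 5% 11 of 24. The 2-means split gave a number of barcodes only, with a median of 232 UMIs, and its classes were not run. At the limit of 5% neither a chondrocyte-like nor a mural-like class, and at resolution 0.5 neither a chondrocyte-like nor an ORT-like class, was found, so their values could not be computed. No paired analysis was possible because the design holds 1 pooled library. Depth limits the classes with few UMIs most, and 57214 UMIs in mural-like nuclei leave a count of 0 open to 64.5 CPM.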

Other observations

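The tests named in this part were chosen after the results were seen.

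Without the mitochondrial limit, 3 further RNA classes were named, of which osteocyte-like clusters also formed within the limit of 10% in 6 alternatives, with 32 to 195 nuclei, as did an endothelial-like cluster of 55 nuclei with matrix factors. Osteocyte-like nuclei numbered 241 (5.37%, 4.73 to 6.07%), with Dmp1 at 1710 CPM (1643 to 1778), Phex at 910 CPM (862 to 961) and Mepe at 14.5 CPM (8.96 to 22.1). Tenocyte/synovial-like nuclei numbered 145 (3.23%, 2.73 to 3.79%), with a female share of 72.6% (59.8 to 83.1%), and endothelial-like nuclei 30 (0.668%, 0.451 to 0.953%). In the 43 OCT-like nuclei Spp1, osteopontin, was at 9320 CPM (8959 to 9692) against 2169, Tgfb2 at 505 CPM (424 to 597) against 58.8 and Gdf5, a joint growth factor, at 40.8 CPM (20.4 to 73.1) against 1.27. Of the BMP and TGF-beta list 10 of 20 members were lower, with a median of -1.05. Their female share was 17.2% (5.85 to 35.8%), from 5 female and 24 male nuclei.

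eGFP differed between the sexes in opposite ways. In reticular-like nuclei it was seen in 38.6% (29.6 to 48.2%) of female nuclei (median 2381 UMIs) and 17.0% (10.4 to 25.5%) of male nuclei (median 2182.5 UMIs), and in osteoblast-like nuclei in 5.56% (0.680 to 18.7%) of female (median 7530 UMIs) and 25.4% (15.3 to 37.9%) of male nuclei (median 6921 UMIs), against 1.80% of blood-like nuclei (median 1334.5 UMIs). The nuclei were pooled from both sexes and no value here tells animals apart.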
